A study of Solanum lycopersicum with 9 samples. Its data were reported in "Genetic–epigenetic interplay in the determination of plant 3D genome organization" (2024).

How the data were processed

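The study compared leaf chromatin of wild-type (WT) tomato (*Solanum lycopersicum*, cultivar M82) with that of *ddm1*, a mutant in both tomato copies of DDM1, a chromatin remodeller needed for DNA methylation of heterochromatin. The material was the leaf of 1-month-old plants. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done with antibodies against 4 histone H3 marks. H3K27me3 is the mark of facultative, Polycomb-dependent heterochromatin, H3K9me2 and H3K27me1 are marks of constitutive heterochromatin, and H3K9ac is a mark of active chromatin.

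According to their methods, the authors trimmed the reads with Trimmomatic, aligned them with Bowtie to the M82 assembly (V1.0) with a mismatch allowed, and called peaks with MACS at a q-value threshold of 0.05 and a set extension size. The methods give broad calling for H3K27me3. The deposited H3K27me3 and H3K9me2 lists had the layout of broad peaks, and the H3K27me1 and H3K9ac lists that of narrow peaks with a summit. There was 1 peak list per labelled sample. The methods describe independent biological replicates for each genotype, and whether reads of replicates were pooled before a list was called was not stated. The control used for peak calling was not stated.

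Each deposited peak had a start and end, a fold enrichment over the local background that MACS estimates (a ratio), a −log10 p-value, a −log10 q-value and a whole-number score derived from the q-value. In narrow lists these values belong to the summit, and in broad lists the authors' peak caller writes means over the region. They are the authors' own values and were used here only to describe, rank or filter peaks within a list. The smallest −log10 q was between 1.00 and 1.08 in the broad lists, as in the wider regions that MACS links around stronger ones, and between 1.30 and 1.34 in the narrow lists. As a result, between 2.68% and 9.54% of the peaks of a broad list had a mean q above 0.05. The 2 H3K9me2 lists differed in their shortest peak, which was 700 bp in WT and 500 bp in *ddm1*. The shortest H3K27me3 peak was 165 bp in WT, 187 bp in replicate 1 and 219 bp in replicate 2 of *ddm1*.

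Groups were taken from the sample labels, which gave the genotype and the antibody of each of the 9 libraries. There was 1 library in 7 of the groups and 2 in the *ddm1* H3K27me3 group, the only one with numbered replicates. One *ddm1* H3K27me3 list (replicate 2) was deposited under a name that gave the other genotype. Its group was kept as labelled, and its likeness to both genotypes is reported. No significance test was made, since no comparison had enough libraries for one. Shares of peaks have 95% Wilson intervals, and differences between shares have 95% Newcombe intervals. These cover counting error only, treat peaks as independent, and say nothing about variation between plants. The *ddm1* H3K27me3 values are given per replicate and as mean ± SD (n = 2).

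Peaks on the 12 numbered chromosomes were used. Peaks overlapped when they shared at least 1 bp. A *ddm1* peak with no bp in a WT peak of the same mark is called gained, other *ddm1* peaks and overlapped WT peaks are called kept, and a WT peak with no bp in a *ddm1* peak is called lost. These words refer to peak lists: a lost peak is one that was not called, and signal below the threshold is not seen. Covered length was the length of the merged peaks. The share expected by position was estimated by rotating the target peaks along each chromosome by a random distance, 1000 times, and in a local version by shifting them by at most 1 Mb, 1000 times. These values describe the libraries at hand and are not tests of the genotype.

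Gene-poor and gene-rich regions were approximated without an annotation. The chromosomes were divided into 808 windows of 1 Mb, and the windows with no more than the median of 15 WT H3K9ac peaks were called H3K9ac-poor (409 windows), the others H3K9ac-rich (399 windows). A peak was assigned by its midpoint. Since these windows were drawn from the WT H3K9ac list, the H3K9ac values are also given for the central 50% of each chromosome, which does not depend on that list. Chromosome ends were taken as the last peak end over all lists, 802 Mb in total.

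The peak lists carry no read totals, and none were used here. The depth was approached through the peak values: the fold and the −log10 p of a peak follow from its read pileup, a whole number, and the background level set by the peak caller. Both were solved for each peak with a −log10 p below 50 and accepted when the pileup was whole within 0.001 in −log10 p. The lowest background level shared by at least 10 peaks was taken as the genome-wide level, which rises with the number of reads and with the fragment length used. A whole pileup came out for 100% of the solved narrow peaks. On 5000 random pairs of fold and −log10 p, 1.88% gave one by accident. In broad lists, whose values are means over regions, between 1.58% and 3.48% of peaks gave one, so those levels are less certain, and no level could be recovered for H3K9me2.

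The measures of each comparison, the windows, the overlap rule, the rotations and the alternatives that follow were fixed before the data were examined. The solution for depth, the overlap of gains and losses between the replicates and the counts of windows that rose or fell were added later. These alternatives were a −log10 q of at least 2 (a q of 0.01 or lower), lists cut to the same number of top peaks by −log10 q, all sequences in the lists, an overlap of at least 50% of the peak, peaks closer than 1 kb merged, windows of 500 kb, the central 50% of each chromosome in place of the windows, local shifts, and each *ddm1* H3K27me3 replicate left out. Added after seeing the data were a minimum length of 700 bp for both H3K9me2 lists, leaving out peaks over 10 kb, and a q of 0.01 or lower in the WT list alone for the share of WT peaks kept. The rule for named regions was also fixed beforehand: the 3 longest gained H3K27me3 peaks of replicate 1 that overlapped replicate 2, the 3 longest WT H3K27me3 peaks absent from both *ddm1* lists, the longest gained and lost peak of each other mark, and for each mark the window with the largest rise and the largest fall in covered length.

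The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Interval code was checked against bedtools 2.31.1 over the 72 ordered pairs of lists, with a difference of 0 peaks. On simulated lists made from the WT peaks of each mark (9608 to 66632 peaks), the known shares of kept and gained peaks and of gained peaks in H3K9ac-poor windows were recovered with a difference of 0 percentage points. Simulated new peaks against unrelated rotated lists gave observed over rotated shares of 1.01 for H3K27me3 (33978 peaks), 0.956 for H3K27me1 (6024), 1.01 for H3K9me2 (9580) and 1.01 for H3K9ac (41181). All simulated pileups (100% of 4530) were recovered.

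Coordinates are those of the M82 assembly (V1.0), counted from 1. An annotation of that assembly was not used here, so peaks were not assigned to genes or transposable elements. A gene table of another assembly was at hand and was not used for positions. Peaks on other sequences were left out of the comparisons and are described among the additional observations.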

Results

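To follow the redistribution of histone marks in tomato leaves that lack DDM1, peak lists of 9 ChIP-seq libraries were compared between WT and *ddm1*. The lists covered 4 marks: H3K27me3 (1 WT library and 2 *ddm1* libraries), and H3K27me1, H3K9me2 and H3K9ac (1 library per genotype each). The study describes biological replicates for each genotype, but apart from the *ddm1* H3K27me3 pair each group was represented here by a single list. Differences between genotypes can therefore not be set against the variation between plants, and the intervals given are for counting error only.

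On the 12 chromosomes, 35712 H3K27me3 peaks covered 42.8 Mb in WT. Replicate 1 of *ddm1* had 32491 H3K27me3 peaks over 23.6 Mb, and replicate 2 had 46317 peaks over 128 Mb. H3K27me1 had 6044 peaks over 1.29 Mb in WT and 9247 peaks over 2.02 Mb in *ddm1*. H3K9me2 had 9767 peaks over 10.9 Mb in WT and 7361 peaks over 6.48 Mb in *ddm1*. H3K9ac had 42622 peaks over 31.4 Mb in WT and 76513 peaks over 42.1 Mb in *ddm1*. The median peak length was 909 bp for WT H3K27me3, 509 bp and 906 bp for *ddm1* replicates 1 and 2, 190 bp and 196 bp for H3K27me1 in WT and *ddm1*, 973 bp and 731 bp for H3K9me2, and 631 bp and 418 bp for H3K9ac.

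The depth of each library was approached through the background level implied by the peak values, in reads per position. It was 6.97 in WT and 7.02 in *ddm1* for H3K9ac, and 6.98 and 6.81 for H3K27me1, so the genotypes differed little in depth for these 2 marks. For H3K27me3 it was 7.05 in WT, 6.47 in *ddm1* replicate 1 and 13.5 in replicate 2. These 3 levels rested on 48, 54 and 31 peaks of broad lists and are approximate. No level was obtained for H3K9me2.

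The *ddm1* H3K27me3 replicates were compared with each other before they were averaged, also because the list of replicate 2 was deposited under a name that gave the WT genotype. The Jaccard index, the length shared by a pair of lists over the length covered by either, was 0.142 between the replicates, 0.214 between WT and replicate 1 and 0.104 between WT and replicate 2. The index was held down by the difference in covered length: the 18.8 Mb shared by the replicates made up 79.6% of replicate 1. Of the 19289 replicate 1 peaks outside WT peaks, 84.1% (95% interval 83.6 to 84.6) overlapped replicate 2, against 19.7% after rotation and 30.4% after local shifts. Of the 24058 WT peaks lost in replicate 1, replicate 2 overlapped 17.7% (17.3 to 18.2), against 19.7% after rotation and 15.0% after local shifts. Replicate 2 thus shared the gains of replicate 1 well above position and was analysed as *ddm1*, as labelled. Its overlap with the lost peaks was close to that given by position, so the shared losses show no agreement beyond position. The lists were far from identical, and each was counted as a library of its own.

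The first comparison asked how much H3K27me3 was lost, kept and gained in *ddm1*. The length covered relative to WT was 0.552 in replicate 1 and 2.99 in replicate 2, a mean of 1.77 ± 1.73 (SD, n = 2). The replicates lay on opposite sides of 1, so no direction of the total length was established, and leaving out either replicate, the alternatives that moved the value most, gave 0.552 or 2.99. Replicate 2 held 2553 peaks over 10 kb, which covered 57 Mb and reached 185363 bp. No other list held a peak over 10 kb. Of the WT peaks, 32.6% (32.1 to 33.1) were overlapped in replicate 1 and 38.5% (38.0 to 39.0) in replicate 2, a mean of 35.6% ± 4.15 (SD, n = 2). The rotated shares were 7.15% and 20.6%. The alternative that moved this share most was an overlap of at least 50% of the peak, which gave 26.0%. In all, 19793 WT peaks (55.4%) were absent from both *ddm1* lists, and 9485 (26.6%) were overlapped in both. Of the *ddm1* peaks, 59.4% in replicate 1 and 77.4% in replicate 2 lay outside WT peaks, a mean of 68.4% ± 12.7 (SD, n = 2).

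The study asked whether H3K27me3 moved from gene-rich to gene-poor regions, which was examined here with H3K9ac-poor windows. In WT, 14.3% (13.9 to 14.7) of H3K27me3 peaks lay in these windows. The share was 47.6% (47.1 to 48.1) in *ddm1* replicate 1 and 57.2% (56.7 to 57.6) in replicate 2. The shift of 38.1 ± 6.79 percentage points (SD, n = 2) was larger than the difference between the replicates, which gave 33.3 and 42.9. With the central 50% of each chromosome in place of the windows, the alternative that moved it most, the shift was 26.5 percentage points. At a q of 0.01 or lower it was 21.8 in replicate 1 and 39.1 in replicate 2. Of the replicate 1 gains shared with replicate 2, 67.9% lay in H3K9ac-poor windows, whereas 8.38% of the WT peaks absent from both *ddm1* lists did.

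**Figure D1:**
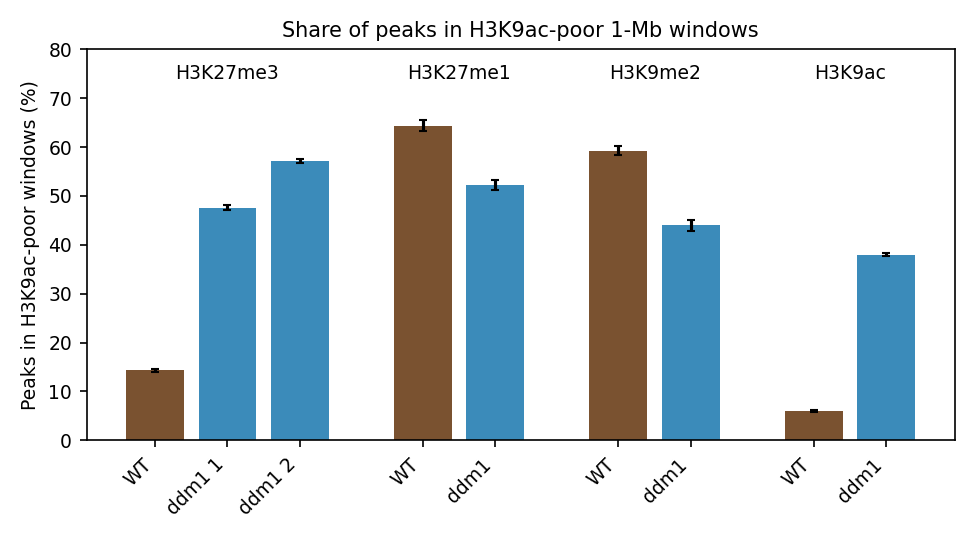
Share of peaks (%) whose midpoint lay in H3K9ac-poor windows of 1 Mb, for each library of WT (brown) and *ddm1* (blue, with the replicate number for H3K27me3), with 95% Wilson intervals for counting error. H3K27me3 rose from 14.3% to 47.6% and 57.2% and H3K9ac from 5.97% to 38.0%, while H3K27me1 fell from 64.4% to 52.2% and H3K9me2 from 59.3% to 44.0%.

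Window by window, H3K27me3 in the H3K9ac-poor windows rose in 286 of 409 windows in replicate 1 (from 7.07 to 9.52 Mb, 1.35-fold) and in 377 of 409 in replicate 2 (to 81.2 Mb, 11.5-fold). In the H3K9ac-rich windows it fell in 365 of 399 windows in replicate 1, from 35.7 to 14.1 Mb. In replicate 2 it fell in 233 of 399 of these windows, while their total rose to 46.8 Mb. The replicates therefore shared the rise in H3K9ac-poor windows, of very different size, and differed in the direction of the total in H3K9ac-rich windows. The largest rise in the mean of the replicates was on chromosome 1 from 13000001 to 14000000, where WT peaks covered 12.7 kb, replicate 1 covered 33.4 kb and replicate 2 covered 789 kb. This choice was decided by replicate 2. The largest fall was on chromosome 5 from 64000001 to 65000000, from 159 kb in WT to 32.8 kb in replicate 1 and 25.9 kb in replicate 2.

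**Figure D2:**
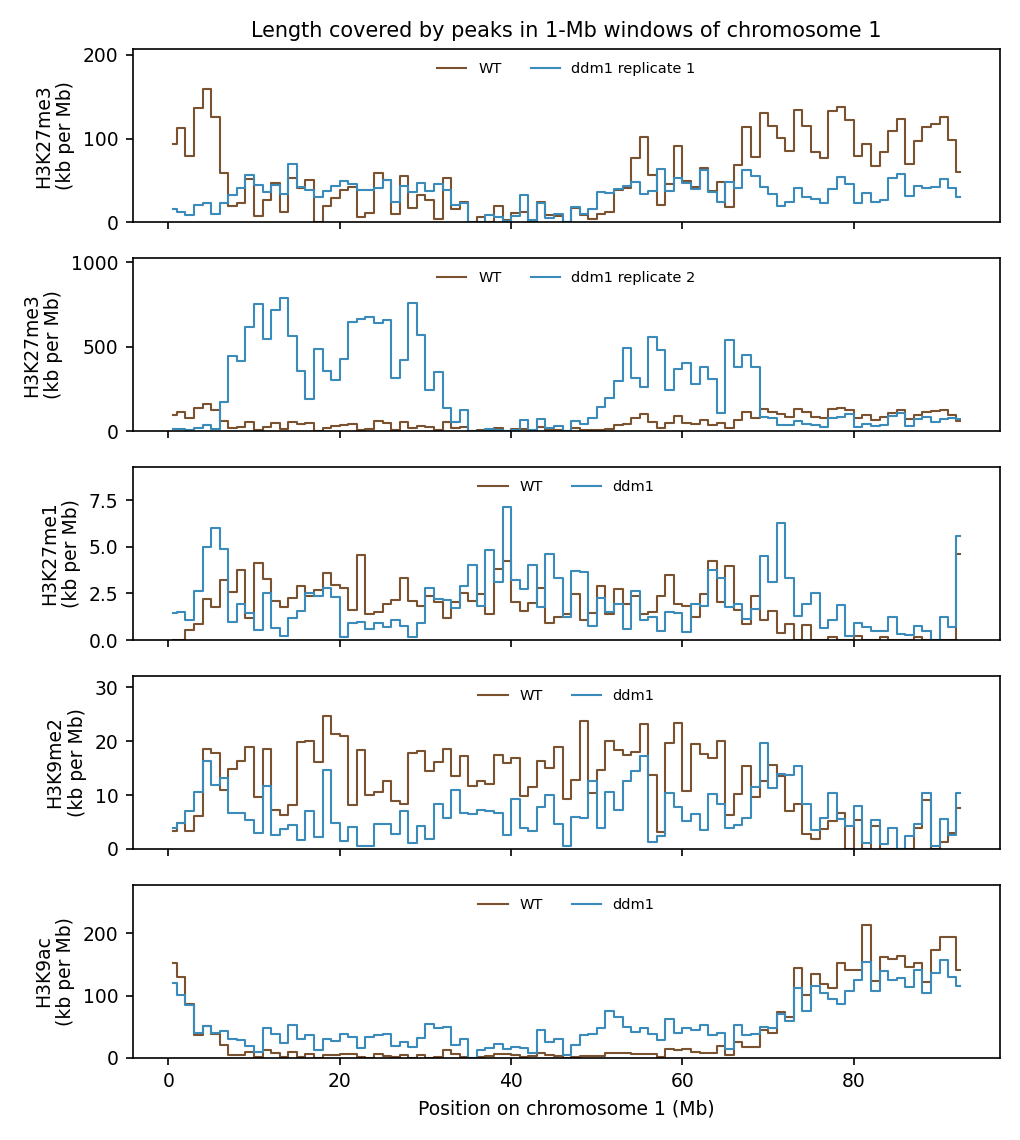
Length covered by peaks (kb per window of 1 Mb) along chromosome 1 (Mb) in WT (brown) and *ddm1* (blue), with each *ddm1* H3K27me3 replicate set against the same WT list and a separate vertical scale in each panel. In the window from 13000001 to 14000000, H3K27me3 covered 12.7 kb in WT, 33.4 kb in replicate 1 and 789 kb in replicate 2.

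The same measures were taken for the constitutive marks. H3K27me1 peaks covered 1.56 times the WT length in *ddm1*, or 1.59 times at a q of 0.01 or lower. With lists cut to the same number of peaks, which takes out the difference in peak number, the ratio was 1.04. Of the WT H3K27me1 peaks, 17.0% (16.1 to 17.9) were overlapped in *ddm1*, against 0.497% after rotation, and 88.9% (88.2 to 89.5) of the *ddm1* peaks lay outside WT peaks. The share in H3K9ac-poor windows fell by 12.2 percentage points (interval −13.8 to −10.6), from 64.4% to 52.2%. Covered length rose in 346 of 399 H3K9ac-rich windows (2.11-fold in total) and in 257 of 409 H3K9ac-poor windows (1.26-fold), so the lower share went with a larger increase in H3K9ac-rich windows. The largest rise was on chromosome 12 from 16000001 to 17000000 (2.43 to 9.34 kb), and the largest fall on chromosome 1 from 10000001 to 11000000 (4.15 to 0.559 kb).

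H3K9me2 peaks covered 0.593 times the WT length in *ddm1*. The ratio was 0.414 with 1 minimum length for both lists, 0.473 at a q of 0.01 or lower and 0.755 with lists of equal size. Of the WT H3K9me2 peaks, 15.8% (15.1 to 16.5) were overlapped in *ddm1*, against 1.80% after rotation, and 78.5% (77.5 to 79.4) of the *ddm1* peaks lay outside WT peaks. The share in H3K9ac-poor windows fell by 15.2 percentage points (interval −16.7 to −13.7), from 59.3% to 44.0%. Covered length fell in 387 of 409 H3K9ac-poor windows, from 6.35 to 2.69 Mb. In the H3K9ac-rich windows it fell in 203 and rose in 195 of 399, from 4.58 to 3.8 Mb in total. The largest fall was on chromosome 5 from 18000001 to 19000000 (40.8 to 6.61 kb), and the largest rise on chromosome 11 from 19000001 to 20000000 (16.0 to 46.7 kb). Both lay in H3K9ac-poor windows. The H3K9me2 lists differed in minimum peak length, and with 1 minimum for both the overlapped share was 11.2%.

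H3K9ac had the largest share of WT peaks kept of the 4 marks. Of the WT H3K9ac peaks, 70.3% (69.9 to 70.8) were overlapped in *ddm1*, against 11.1% after rotation, and the covered length was 1.34 times that of WT. At a q of 0.01 or lower the ratio of covered lengths was also 1.34, and with lists of equal size, where peak numbers cannot differ, it was 1.04. Of the *ddm1* peaks, 57.9% (57.6 to 58.3), or 44329 peaks, lay outside WT peaks. Of these gained peaks, 61.3% (60.8 to 61.7) lay in H3K9ac-poor windows, against 5.97% (5.72 to 6.23) of the 32184 kept *ddm1* peaks. The share of all peaks in H3K9ac-poor windows rose by 32.0 percentage points (31.6 to 32.5), from 5.97% to 38.0%. These windows were defined as poor in WT H3K9ac, so part of a rise there follows from the definition. The rise in the central 50% of each chromosome was 26.3 percentage points. With lists of equal size the shift to H3K9ac-poor windows was 23.5 percentage points. Covered length in H3K9ac-poor windows rose in 399 of 409, from 1.72 to 13.0 Mb, and the total in H3K9ac-rich windows was 29.6 Mb in WT and 29.1 Mb in *ddm1*. Gained peaks were weaker and shorter than kept peaks: the median fold enrichment given by the authors was 2.91 against 4.53, and the median length 306 bp against 662 bp. The largest rise was on chromosome 12 from 46000001 to 47000000 (1.74 to 70.8 kb), and the largest fall on chromosome 1 from 78000001 to 79000000 (152 to 85.7 kb).

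The study asked whether the facultative mark entered regions of the constitutive marks. In WT the marks were almost separate: 18 of 9767 H3K9me2 peaks (0.184%) and 9 of 6044 H3K27me1 peaks (0.149%) overlapped an H3K27me3 peak. Gained H3K27me3 peaks overlapped a WT H3K27me1 peak in 1.42% of cases in replicate 1 and 3.06% in replicate 2, a mean of 2.24% ± 1.16 (SD, n = 2). These shares were 2.4 and 1.61 times those after rotation, and 1.97 and 1.29 times those after local shifts. Requiring 50% of the peak to overlap, which moved the share most, gave 0.188%, since H3K27me1 peaks were short. Gained H3K27me3 peaks overlapped a WT H3K9me2 peak in 1.16% of cases in replicate 1 and 3.69% in replicate 2, a mean of 2.43% ± 1.79 (SD, n = 2). These shares were below the rotated ones, at 0.565 and 0.902 times, and further below the locally shifted ones, at 0.476 and 0.754 times. At a q of 0.01 or lower, which moved the mean most, the shares were 0.424% and 1.23%. For replicate 2, 986 of the 1000 rotations gave a share as high as the observed one. Gained H3K27me3 was therefore found at WT H3K27me1 peaks more often, and at WT H3K9me2 peaks less often, than locally shifted peaks in both replicates. All H3K27me3 peaks of replicates 1 and 2 overlapped 2.24% and 15.0% of WT H3K9me2 peaks, above the 0.184% in WT. These shares were 0.322 and 0.645 times the locally shifted ones, against 0.0259 times in WT. For WT H3K27me1 peaks they were 4.72% and 22.9%, or 1.31 and 1.14 times, against 0.0354 times in WT. The separation of the WT lists was thus weaker in *ddm1* for H3K9me2 and was not seen for H3K27me1. WT H3K27me3 peaks lost in *ddm1* overlapped WT H3K9me2 peaks in 5 cases for each replicate, of 24058 and 21962.

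**Figure D3:**
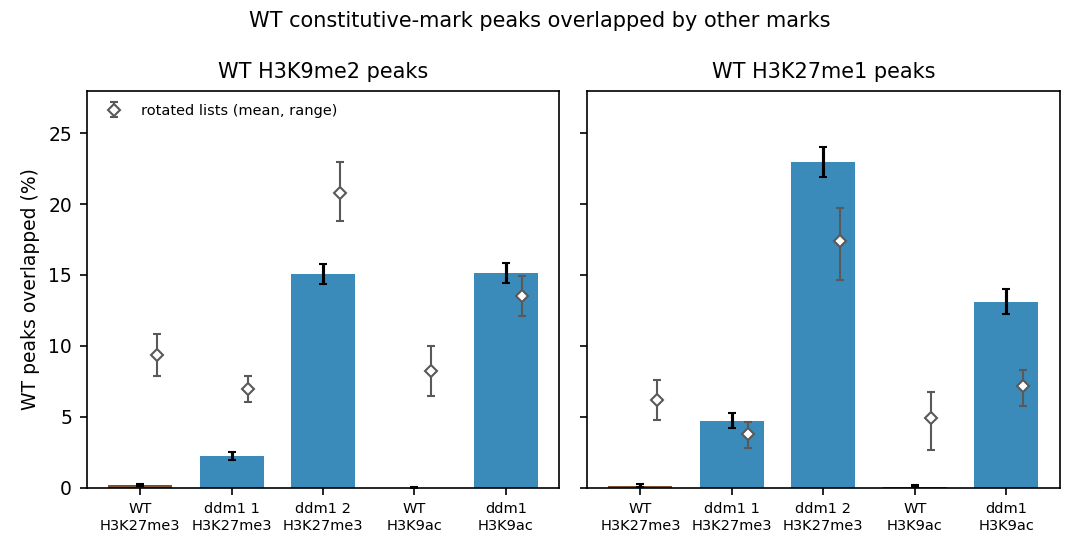
Share (%) of WT H3K9me2 peaks (left) and WT H3K27me1 peaks (right) overlapped by H3K27me3 and H3K9ac peaks of WT (brown) and *ddm1* (blue, replicates 1 and 2 of H3K27me3 apart), with 95% Wilson intervals; diamonds give the mean and range of 1000 rotations. H3K9ac overlapped 0% of WT H3K9me2 peaks in WT and 15.1% in *ddm1*, while H3K27me3 of *ddm1* overlapped 2.24% and 15.0%, below the rotated 6.94% and 20.8%.

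Gains of H3K27me3 were then set against losses of the constitutive marks. Of the 214 WT H3K9me2 peaks at a gained H3K27me3 peak of replicate 1, 4.67% (2.56 to 8.39) were kept in *ddm1*, against 16.0% (15.3 to 16.8) of the others. For replicate 2, the kept share was 5.08% (4.01 to 6.43) of 1279 peaks, against 17.4% (16.6 to 18.2) of the others. The kept shares at gains of both replicates rest on the same pair of H3K9me2 lists. Their SD therefore says nothing about variation of H3K9me2 between plants. The mean at gains was 4.88% ± 0.289 (SD, n = 2). A q of 0.01 or lower in the WT list alone, a setting added after seeing the data, moved it most, to 10.0% (6.94% and 13.1%), when the shares elsewhere were 25.9% and 26.9%. Requiring 50% overlap gave 1.29%. For WT H3K27me1 peaks, the kept share at gained H3K27me3 was 4.69% (2.76 to 7.87) of 277 peaks in replicate 1 and 10.9% (9.29 to 12.8) of 1218 peaks in replicate 2, against 17.6% and 18.5% elsewhere. In the lists as deposited, both constitutive marks were thus kept less often at gained H3K27me3 peaks than elsewhere, by more than counting error, in both replicates. For H3K9me2 this depended on the threshold. With all lists at a q of 0.01 or lower, 11.0% (7.74 to 15.5) of 254 WT H3K9me2 peaks at gains of replicate 2 were kept, against 10.6% (9.53 to 11.7) of the others, and for replicate 1 only 28 peaks were left at gains, of which 1 was kept. For H3K27me1 the kept share at this threshold stayed lower at gains, with 5.88% (2.72 to 12.2) against 17.5% for replicate 1 and 12.8% (10.8 to 15.2) against 18.2% (17.0 to 19.3) for replicate 2. The H3K27me1 contrast was not adjusted for the strength or window class of the WT peaks, so it cannot be separated from their location. Most WT peaks of both marks were not kept in either case.

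For the active mark, the question was where it rose in *ddm1*. Gained H3K9ac peaks overlapped a WT H3K27me3 peak in 4.63% (4.44 to 4.83) of cases, against 15.4% of kept H3K9ac peaks and 6.97% after rotation. After local shifts the shares were 5.39% for gained and 16.3% for kept peaks, so most of their contrast went with location. The alternative that moved the share of gained peaks most was equal list sizes, with 3.62%. Gained H3K9ac peaks overlapped a WT H3K9me2 peak in 4.22% (4.03 to 4.41) of cases, 2.25 times the rotated share, and a WT H3K27me1 peak in 1.77% (1.65 to 1.90), 3.74 times the rotated share. Seen from the constitutive marks, H3K9ac overlapped 0 of 9767 WT H3K9me2 peaks in WT (interval up to 0.0393%) and 1477 (15.1%) in *ddm1*. The locally shifted share for *ddm1* was 11.4%. H3K9ac overlapped 4 of 6044 WT H3K27me1 peaks (0.0662%) in WT and 792 (13.1%) in *ddm1*, with a locally shifted share of 5.48%. In *ddm1* itself, gained H3K9ac peaks overlapped an H3K9me2 peak in 0.111% of cases, 0.0937 times the rotated share. They overlapped an H3K27me3 peak in 7.91% of cases in replicate 1 and 36.7% in replicate 2, which was 1.74 and 2.0 times the rotated share.

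The longest gained H3K27me3 peaks of replicate 1 that replicate 2 shared were on chromosome 4 from 12252208 to 12256007 (3800 bp, fold enrichment 2.14), chromosome 6 from 11488073 to 11491724 (3652 bp, 1.98) and chromosome 10 from 42591867 to 42595138 (3272 bp, 2.11). Each was covered over its full length by replicate 2 and lay in an H3K9ac-poor window. No WT peak of any mark touched them, and *ddm1* H3K9ac peaks covered 643 bp of the second and 513 bp of the last. The longest WT H3K27me3 peaks absent from both *ddm1* lists were on chromosome 5 from 8165245 to 8169903 (4659 bp, fold enrichment 1.76), chromosome 8 from 261492 to 266003 (4512 bp, 1.96) and chromosome 7 from 64082740 to 64087243 (4504 bp, 1.92). All 3 lay in H3K9ac-rich windows. H3K9ac covered 515 bp in WT and 601 bp in *ddm1* of the region on chromosome 8, and 2240 bp and 2209 bp of that on chromosome 7.

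Among the other marks, the longest gained H3K27me1 peak was on chromosome 8 from 66118769 to 66119690 (922 bp), where a WT H3K9me2 peak covered 722 bp. In *ddm1*, H3K9me2 covered all of it and H3K27me3 replicate 1 covered 370 bp, while replicate 2 had no peak there. The longest lost H3K27me1 peak was on chromosome 4 from 46161858 to 46162585 (728 bp). In *ddm1*, H3K27me3 replicate 2 covered it fully and H3K9ac covered 629 bp, while replicate 1 had no peak there. The longest gained H3K9me2 peak was on chromosome 12 from 4194641 to 4198071 (3431 bp), and the longest lost one on chromosome 6 from 7133915 to 7137510 (3596 bp), where no *ddm1* peak of any mark was called. The longest gained H3K9ac peak was on chromosome 7 from 47688772 to 47693607 (4836 bp, fold enrichment 11.9), with no peak of any other list. The longest lost H3K9ac peak was on chromosome 12 from 952555 to 956497 (3943 bp), where WT H3K27me3 covered 1614 bp and no *ddm1* peak of any mark was called.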

Values the study reported

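From its own annotation of H3K27me3 regions, the study reported that genes made up 39% of the class that lost H3K27me3 in *ddm1*. For the classes that gained H3K27me3, it reported a share of transposable elements between 92% and 95%.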

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

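The test of read coverage below was chosen after the peaks on these sequences had been seen, and before its values were computed. Peaks outside the 12 numbered chromosomes were not used in any comparison and stood out because their numbers were above the 3 peaks that a count of 0 allows. The WT H3K27me3 list had 45 peaks on the sequence named chrC, 49 on the sequence named chrM and 30 on unplaced contigs. The list of *ddm1* H3K27me3 replicate 1 had 44 peaks on chrC and 14 on contigs. H3K9ac had 5 peaks on contigs in WT and 35 in *ddm1*, where 3 more lay on chrC. Replicate 2 of *ddm1* H3K27me3 and the H3K27me1 and H3K9me2 lists had no peaks on any of these sequences.

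The names chrC and chrM are those usually given to the chloroplast and mitochondrial genomes, which carry no histones. On chrC, the median background level implied by the peak values was 4.50 times that of the chromosomes in WT and 3.44 times in *ddm1* replicate 1. Unlike the genome-wide levels, these medians took the closest solution for every peak, whole pileup or not, with no limit on −log10 p. The chrC peaks may come from uneven coverage of abundant organelle DNA, but these levels are too uncertain to decide it. On chrM, the level was 0.322 times that of the chromosomes. The chromosome median used for WT was 27.4, far above the genome-wide level of 7.05 taken for that list. Only 3.48% of the peaks of that list gave a whole pileup, against 1.88% of random pairs. The chrM value therefore cannot decide whether deep coverage was the source of those 49 peaks. These levels come from broad lists, whose values are means over regions, and are approximate. Nuclear copies of organelle sequence and mapping errors stay open, as does a filter on these sequences in the lists that had none.

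For the contigs, no explanation was tested. The median fold enrichment there was 2.97 in WT H3K27me3 against 1.93 on the chromosomes, 2.74 in *ddm1* H3K27me3 replicate 1 against 2.03, and 3.62 in *ddm1* H3K9ac against 3.24. In WT H3K9ac it was lower on contigs, 2.63 against 4.27. The rise of H3K9ac peaks on contigs in *ddm1*, from 5 to 35, was larger in relative terms than that on the chromosomes, from 42622 to 76513. The genotype stays among the untested explanations.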

How the results depend on the processing

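The minimum length for H3K9me2, the setting without peaks over 10 kb and the stricter q in the WT list alone were chosen after seeing the data. No paired analysis was possible because only the *ddm1* H3K27me3 libraries carry replicate numbers and no result comes from a test. Over all alternatives, 74 values moved by less than their replicate spread, counting interval or, for values with neither, 1.5 times. A further 40 moved by more without being counted as reversed, and 1 reversed. Among the 40 was the share of WT H3K9me2 kept at gained H3K27me3 at a q of 0.01 or lower. For replicate 2, its contrast with the peaks elsewhere did change, from 5.08% against 17.4% to 11.0% against 10.6%. The cause of a change was not tested except where stated.

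The value that reversed was the covered length of H3K27me3 relative to WT, which ranged from 0.552 to 2.99 across the settings that each left out 1 replicate. It was 0.552 without replicate 2, and 2.99 without replicate 1, so a statement that H3K27me3 covers more or less of the genome in *ddm1* depends on the library. With 2 libraries, leaving out either cannot move a mean beyond their SD, so these settings say little about stability. The shares of gained H3K27me3 over WT H3K27me1 (1.42% to 3.06%) and over WT H3K9me2 (1.16% to 3.69%) also differed more than 1.5 times between the replicates. Without peaks over 10 kb the mean covered length ratio was 1.11, and the shift to H3K9ac-poor windows was 37.8 percentage points. The ratio was then 0.552 in replicate 1 and 1.66 in replicate 2, still on opposite sides of 1.

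With a q of 0.01 or lower, the shift of H3K27me3 to H3K9ac-poor windows was 30.5 percentage points (21.8 in replicate 1 and 39.1 in replicate 2), WT H3K9me2 peaks overlapped were 10.6% and *ddm1* H3K9me2 peaks outside WT 81.4%. *ddm1* H3K9ac peaks outside WT were 57.5%, WT H3K9me2 kept at gained H3K27me3 7.30%, and gained H3K9ac over WT H3K27me3 4.24%. Gained H3K27me3 over WT H3K9me2 was 0.826%, within the replicate SD. The kept share hides a split between the replicates, with 3.57% of 28 peaks and 11.0% of 254, against 10.6% elsewhere for both. With this q in the WT list alone the mean was 10.0%.

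With equal list sizes, the covered length ratio was 1.04 for H3K27me1 and 1.04 for H3K9ac. This setting takes out a difference in peak number by construction and does not show its cause. At a q of 0.01 or lower the ratios were 1.59 and 1.34. For H3K9me2 the ratio ranged from 0.414 (1 minimum length) to 0.755 (equal list sizes). WT peaks overlapped were 13.5% for H3K27me1, 18.8% for H3K9me2 and 58.0% for H3K9ac. *ddm1* peaks outside WT were 86.6%, 80.6% and 41.3%. The shift to H3K9ac-poor windows was −13.3 percentage points for H3K9me2 and 23.5 for H3K9ac. WT H3K9me2 kept at gained H3K27me3 was 6.74%, and gained H3K9ac over WT H3K27me3 was 3.62%.

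An overlap of at least 50% lowers shares of overlap by construction. WT peaks overlapped were 26.0% for H3K27me3, 13.7% for H3K27me1, 10.1% for H3K9me2 and 62.6% for H3K9ac. *ddm1* peaks outside WT were 91.1% for H3K27me1, 83.1% for H3K9me2 and 60.0% for H3K9ac. Gained H3K27me3 over WT H3K27me1 was 0.188%, and WT H3K9me2 kept at gained H3K27me3 was 1.29%.

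With peaks closer than 1 kb merged, 81.5% of WT H3K9ac peaks were overlapped and 55.8% of *ddm1* H3K9ac peaks lay outside WT. With all sequences, the H3K9ac shift was 31.0 percentage points. With windows of 500 kb, the shift was −16.8 for H3K9me2 and 33.3 for H3K9ac. In the central 50% of chromosomes, it was 26.5 for H3K27me3, −7.60 for H3K27me1, −10.4 for H3K9me2 and 26.3 for H3K9ac. With 1 minimum length for H3K9me2, WT peaks overlapped were 11.2%, *ddm1* peaks outside WT 72.9%, the shift −18.7 percentage points and WT H3K9me2 kept at gained H3K27me3 3.51%.

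The lists hold no reads, so the depth limits what a missing peak means. For H3K9me2, whose depth could not be recovered, the lower covered length in *ddm1* cannot be separated from a difference in depth.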

Other observations

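Chosen after the results were seen were the tests of the genotype of replicate 2, of depth, of the linking distance, of the choice of windows and of extra reads in every *ddm1* library. The test of the strength of WT peaks at gained H3K27me3 was chosen after the kept shares were seen and before its own value was computed, and the tests at a q of 0.01 or lower of those shares after their values were seen in part. The limits at which a value was read as arguing against an explanation were set when most values were known. All patterns below were found and tested in the same libraries, and any explanation is a hypothesis.

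Replicate 2 of *ddm1* H3K27me3 was deposited under a name that gave the WT genotype. With a wrong label, the WT peaks lost in replicate 1 should be common in replicate 2. Replicate 2 overlapped them no more often than after rotation (17.7% against 19.7%), though 1.18 times as often as after local shifts. That overlap argues against a WT library. The gains of replicate 1 were 4.27 times as common in replicate 2 as after rotation. Gains are defined against 1 WT list, and signal below its threshold is not seen. A deeper WT library could also overlap such places, so this excess alone cannot exclude a wrong label.

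Replicate 2 covered 5.42 times the length of replicate 1. Both lists had a smallest gap between peaks of 305 bp, which argues against a different linking distance. At a q of 0.01 or lower the ratio was 7.66, which argues against weak peaks as the cause. The implied background of replicate 2 was 2.09 times that of replicate 1, or 1.79 times per kb of the shortest peak length, so greater depth may have contributed. Whether a difference of that size is enough for the difference in length was not tested. A difference between the plants, or in the immunoprecipitation, also stays open. The list of replicate 2 had no peaks on chrC or contigs, unlike the other H3K27me3 lists. A difference in processing or batch was therefore not excluded.

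The 2553 peaks over 10 kb in replicate 2 had no counterpart of that length in any other list, and 69.1% of them lay in H3K9ac-poor windows. Replicate 1 peaks covered 6.17% of their length, 2.06 times the rotated value and 1.63 times the locally shifted one. Some of these places were thus called in replicate 1 too, which does not exclude an artefact in the length of the peaks. WT peaks covered 5.02%, which was 0.956 times the rotated value but 1.27 times the locally shifted one and above the highest local shift (4.55%). Part of the overlap may therefore come from places where H3K27me3 peaks were called in either genotype, and whether replicate 1 caught fragments of domains that replicate 2 shows more fully stays open.

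The rise of H3K9ac in H3K9ac-poor windows of *ddm1* was set against technical causes. The implied background of *ddm1* was 1.01 times that of WT, which argues against depth. With lists of equal size the shift was 23.5 of 32.0 percentage points, and at a q of 0.01 or lower it was 31.8, so weak peaks may account for at most part of it. The rise in the central 50% of chromosomes was 26.3 percentage points, so the choice of windows on the WT list does not account for it. Extra copies or mapping errors in *ddm1* would raise every mark at the same places. Gained H3K9ac overlapped *ddm1* H3K9me2 peaks 0.0971 times as often as after local shifts, and *ddm1* H3K27me1 peaks 1.17 times as often, within the range of the shifts. Kept H3K9ac peaks of *ddm1* overlapped these marks even less, at 0.00928 and 0.130 times the share after local shifts. H3K9ac thus avoided both marks in any case, so a low overlap cannot decide on extra reads in every library. Gained H3K9ac did overlap *ddm1* H3K27me3 peaks more often than after local shifts, 1.65 times for replicate 1 and 1.61 times for replicate 2. Extra reads at the same places in the *ddm1* libraries therefore stay open. A difference in the immunoprecipitation between the WT and *ddm1* H3K9ac libraries was not tested, and the genotype remains an open explanation.

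Fewer *ddm1* H3K9me2 peaks lay in H3K9ac-poor windows. With 1 minimum length for both lists the shift was −18.7 percentage points, and with equal list sizes −13.3, so neither the minimum length nor weak peaks explained it. For H3K27me1, the implied background of *ddm1* was 0.976 times that of WT, and the shift with equal list sizes was −12.5 percentage points. Neither depth nor weak peaks explained that shift. For both marks the genotype and unmeasured differences between single libraries stay open.

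Gained H3K9ac and gained H3K27me3 met more often than their regional density gave. Gained H3K9ac peaks overlapped a gained H3K27me3 peak in 5.90% of cases for replicate 1 and 30.9% for replicate 2, which was 1.94 and 1.77 times the share after local shifts. At WT H3K9me2 peaks, both gains fell on 73 peaks for replicate 1, where independent gains would give 32.4 (a ratio of 2.26), and on 447 for replicate 2, where they would give 193 (2.31). These expected counts take all WT H3K9me2 peaks together. They leave regional density uncontrolled, so the ratios of 2.26 and 2.31 cannot be separated from it. Different cells, or different copies of a chromosome, may carry each mark, or both may mark the sites that lost H3K9me2. The peak lists cannot separate these, and a shared preference of both libraries for accessible chromatin was not tested.

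The low kept share of H3K9me2 at gained H3K27me3 was set against the strength and place of the WT peaks. Their median −log10 q was 1.78 at gains of replicate 1 and 1.73 at gains of replicate 2, against 1.81 and 1.83 elsewhere. With the other peaks weighted to the same strength and window class, their kept share was 15.3% for replicate 1 and 14.3% for replicate 2, still above the 4.67% and 5.08% at gains. With a q of 0.01 or lower in the WT list alone, it was 6.94% (3.00 to 15.2) at gains against 25.9% for replicate 1 and 13.1% (9.95 to 17.1) against 26.9% for replicate 2. Both argue against weaker WT peaks as the whole cause. With all lists at that q, however, the share was 11.0% at gains of replicate 2 against 10.6% elsewhere, and 3.57% (0.633 to 17.7) of 28 peaks for replicate 1 against 10.6%. For replicate 2 the difference may thus rest on weak peaks of the other lists, and for replicate 1 the peaks were too few to decide. In the lists as deposited, the kept share at gained H3K9ac was lower still, at 1.42% (0.932 to 2.16) of 1477 peaks.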
